A study of Mus musculus with 7 samples.

How the data were processed

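The data were RNA sequencing libraries of whole shoulder joints from 7 mice, 1 library per mouse, taken 2 weeks after surgical repair of the rotator cuff, the group of tendons that holds the shoulder joint. The mice were wild type (n = 3) or lacked Tenascin C (Tnc-/-, n = 4), a glycoprotein of the extracellular matrix. Per the labels, messenger RNA was captured by its poly(A) tail and libraries were made with a NEBNext Ultra kit. Samples were grouped by the genotype in the labels and are named here by genotype and replicate number.

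The deposited values are raw read counts per gene, 1 file per library; the aligner, the counter, the genome build and the annotation are not stated in the labels or the files. The files of the 2 genotypes differ in form. Those of the wild type listed 56980 gene identifiers, without gene symbols and with no rows other than genes. Those of Tnc-/- listed 56941 identifiers with symbols and 5 rows that name no gene. The identifier sets had 56854 in common, with 126 in the wild-type files alone and 87 in the Tnc-/- files alone, so the counts of the 2 genotypes come from different counting runs. Every wild-type library is in one run and every Tnc-/- library in the other, so the counting run and the genotype cannot be told apart, and no fit with the run as a term was possible. The rows that name no gene held 32.5, 31.1, 32.7 and 30.1% of the reads listed for Tnc-/- 1 to 4 and were left out of totals and tests.

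Tests used the 56854 identifiers in all files, of which 29121 had a count in at least 1 library. Symbols came from the Tnc-/- files, and for 4 identifiers from a reference table; 225 had none. Gene spans, exon overlaps and neighbours came from GENCODE release M21 (assembly GRCm38), which held 91.5% of the identifiers in all files and 98.2% of the tested genes. Since the authors' annotation is not stated, no coordinates are given. No column of values was left unmapped (0 columns).

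Genes differing between genotypes were tested with edgeR 4.0.16 in R 4.3.3. Genes passed the default filterByExpr filter, libraries were scaled by TMM, dispersions were estimated with the robust option, and the quasi-likelihood F test was applied to the model with genotype as its 1 term. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Fold changes are Tnc-/- relative to wild type on the log2 scale, with the standard error taken as the fold change divided by the square root of its F statistic. Normalised levels are in CPM, counts divided by the TMM-scaled library size given in M counts (M, mega). Where all libraries of a group had 3 counts or fewer, the fold was computed against a floor of 3 counts and is a lower bound. Single values per library, such as totals and list levels, were compared with exact two-sided permutation tests over the 35 splits of the 7 samples, whose smallest possible p is 0.0571. Intervals of shares are 95% Wilson intervals, and these and the floors cover counting error only. Bootstrap intervals and random sets were drawn over genes and cover the spread between genes, not between mice.

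The 21 gene lists for cell types and processes of a healing shoulder were tested with camera in limma 3.58.1 on voom values with a preset inter-gene correlation of 0.01, two-sided, adjusted over the lists. Lists were required to have at least 5 tested genes. They were: tendon fibroblast; fibrillar collagen and matrix assembly; matrix protease and inhibitor; tenascin family, ligands and receptors; TGF-beta signalling and myofibroblast; inflammatory cytokine and chemokine; macrophage; neutrophil and marrow myeloid; B cell; erythroid; skeletal muscle; muscle regeneration; adipocyte; cartilage; osteoblast and bone matrix; osteoclast; endothelial; nerve and Schwann cell; epidermis; interferon response; and cell cycle.

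The genes named in the text, apart from Tnc, follow a rule. Among genes with an adjusted p under 0.05, a mean of at least 5 CPM in a group, every Tnc-/- library on the same side of every wild-type library, and a symbol that is not a predicted model or pseudogene, the 5 with the largest rise and the 5 with the largest fall are named. From each list past the threshold the 2 genes with the smallest p are added. Of the genes this rule selects, 1 is not reported here. Any other gene was chosen after its values were seen and is marked so. This rule, the gene lists, the tests and all alternatives not marked as added were fixed before the data were examined.

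The alternatives were DESeq2 1.42.0 with Benjamini-Hochberg or Bonferroni adjustment (the series text names DESeq2 with Bonferroni), edgeR with Bonferroni adjustment, limma voom, DESeq2 size factors, library totals, upper-quartile scaling, no filter, at least 10 counts in every sample, protein-coding genes, removal of mitochondrial genes and the 20 most abundant genes, thinning to the smallest library, a test against a 2-fold change, a minimum of 2-fold, leaving out each library, and the replicate number as a block. Lists were also tested with fry and with estimated correlations. Added after the data were seen were fits to genes without overlaps, to genes spanning at most 10 kb, to both together, and with a background covariate, which is the log2 CPM of each library on 1969 olfactory and vomeronasal receptor genes, and library totals with each library left out.

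Before use, the tests were tested on simulated data: counts for 17791 genes drawn from the real means and library sizes, with 200 genes changed by known amounts. With the dispersions of all 7 samples, 60.0% of the genes changed 4-fold and 27.0% of those changed 2-fold were called, and 8.49% of the calls were unchanged genes. With the dispersion of the Tnc-/- group alone, the shares were 99.0%, 82.0% and 5.21%. In both, a list of 20 further genes raised 2-fold was called and 0 of 20 unchanged lists were. Genes were drawn independently and with the same dispersion in both groups. The simulation thus does not show how often lists of correlated genes, or groups of unlike spread, give false calls. Joined tables, permutation tests and figures used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Library totals ran from 13464057 to 28191101 counts. For named genes at 0 counts in a whole group, the floor of 3 counts limits the fold. For the other named genes the spread between libraries, and not counting error, set the precision.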

Results

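Whole shoulder joints of 7 mice were profiled by RNA sequencing 2 weeks after rotator cuff repair, 3 wild type and 4 Tnc-/-. Wild-type libraries 1 to 3 held 18503833, 13464057 and 14530041 gene counts, a mean of 15.5 ± 2.66 M (SD, n = 3). Tnc-/- libraries 1 to 4 held 28191101, 19529051, 19250322 and 20935130, a mean of 21.98 ± 4.21 M (SD, n = 4). The mean total was 1.42 times higher in Tnc-/- (exact two-sided permutation test, p = 0.0571, the smallest this design allows). Of the alternatives tried for the library totals, leaving out wild-type library 1 moved this difference most, from 0.1503 to 0.191 on the log10 scale. Counts per gene came from different counting runs for the 2 genotypes, so the run and the genotype cannot be told apart in any value below. Xist had 0 counts in all 7 libraries, while Ddx3y and Kdm5d, which lie on the Y chromosome, were expressed in all 7, with lowest levels of 33.6 and 12.1 CPM.

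The libraries were not equally alike within the genotypes. Over 18609 genes with a mean of at least 1 CPM, Pearson correlations of log2 CPM across genes lay between 0.989 and 0.993 within Tnc-/- and between 0.754 and 0.946 within wild type (genes are not independent replicates). Wild-type library 1 was closer to the Tnc-/- libraries (0.969 to 0.972) than to the other wild-type libraries, whereas library 2 (0.693 to 0.705) and library 3 (0.772 to 0.781) lay further off. The first principal component held 90.9% of the variance. Genes with a count numbered 21064 in wild-type library 1, 24114 and 24116 in libraries 2 and 3, and 21092 to 21431 in Tnc-/-. The biological coefficient of variation was 0.593 in wild type and 0.171 in Tnc-/-. The chi-square per degree of freedom between replicates ran from 22.2 to 137, so no pair looked like 1 library deposited again.

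Expression of the targeted gene was examined first. Tnc (ENSMUSG00000028364) had 8137, 4394 and 5386 counts in the wild-type libraries and 902, 698, 712 and 1051 counts in the Tnc-/- libraries. Its normalised level was 352 ± 75.5 CPM in wild type (SD, n = 3) and 41.8 ± 9.26 CPM in Tnc-/- (SD, n = 4), or 11.9% of the wild-type mean. The log2 fold change was -3.08 (SE 0.21) with an adjusted p of 2.8e-04 in edgeR's quasi-likelihood test, and all 4 Tnc-/- libraries lay below all 3 wild-type libraries. On unscaled log2 CPM the difference was -3.28 (exact two-sided permutation test, p = 0.0571, the smallest possible). The call held in all 23 alternatives, in which the log2 fold change ranged from -3.60 to -2.80; the fit with a background covariate moved it most. Reads on Tnc were present in every Tnc-/- library.

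**Figure D1:**
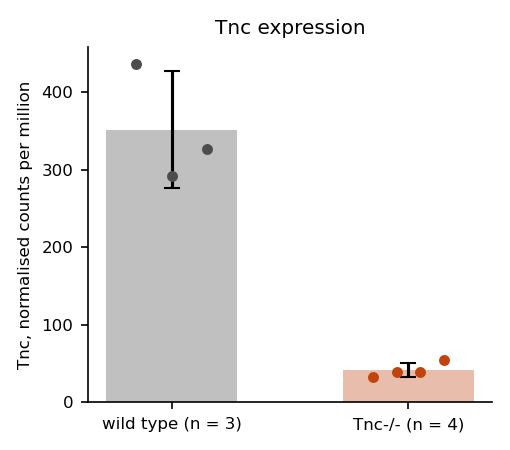
Normalised Tnc level in CPM (vertical axis) in wild-type and Tnc-/- libraries; bars are means, error bars are SD and points are single libraries. The wild-type libraries lie between 292 and 437 CPM and the Tnc-/- libraries between 33.4 and 54.97 CPM.

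The next comparison asked which genes differed between the repaired joints of Tnc-/- and wild-type mice. Of 17791 genes tested, 5159 had an adjusted p under 0.05 (edgeR), 1830 higher and 3329 lower in Tnc-/-, so 64.5% of the calls were lower. At an unadjusted p under 0.05 there were 7533. In 6247 genes (35.1%) every Tnc-/- library lay on one side of every wild-type library, where chance gives 5.71%. Among the fits that kept all genes, all libraries and Benjamini-Hochberg adjustment, the background covariate moved the count most. It gave 424 genes (205 higher, 219 lower), 287 of them among the 5159. Scaling by library totals gave 951 higher and 4541 lower genes, 82.7% lower, and shifted the median log2 fold change of all genes from -9.0e-04 to -0.24. The excess of lower calls was not kept by limma voom, with 728 higher and 276 lower genes (27.5% lower), or by edgeR with Bonferroni adjustment (18.2% lower). DESeq2 with Bonferroni adjustment gave 1890 genes (299 higher, 1591 lower) and edgeR with Bonferroni adjustment 22 (18 higher, 4 lower). Single libraries weighed heavily. Without wild-type library 1 the count was 14113, and without library 2 or 3 it was 2896 or 2229. Without Tnc-/- library 1, 2, 3 or 4 it was 2899, 3086, 2554 or 2904.

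**Figure D2:**
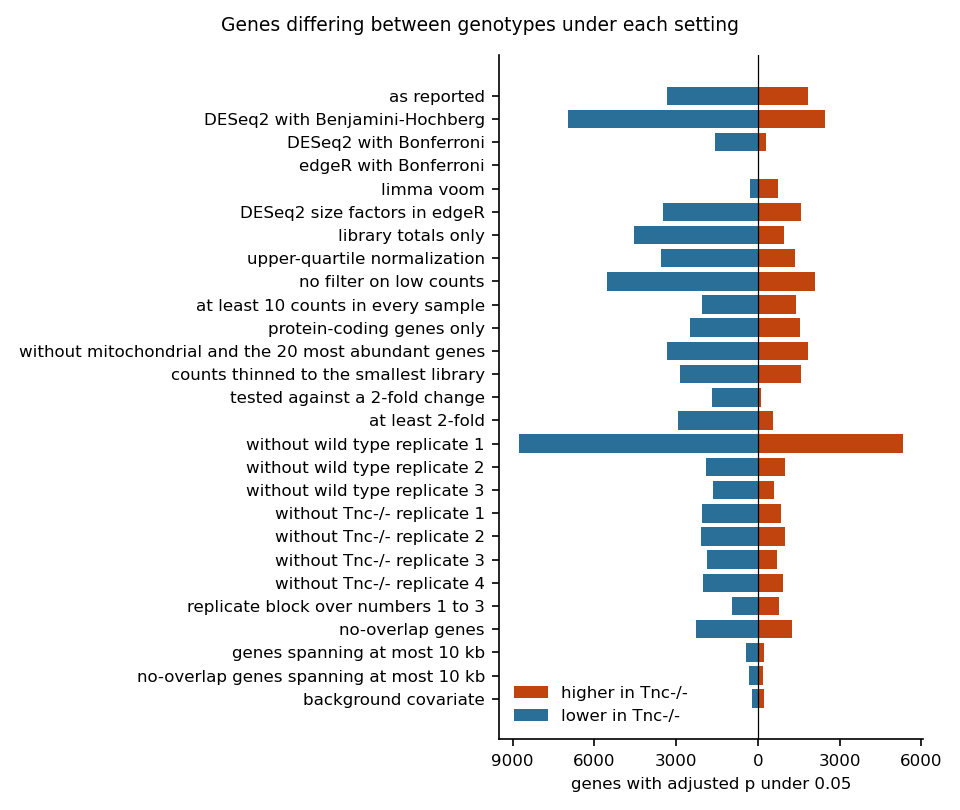
Number of genes with an adjusted p under 0.05 (horizontal axis), higher in Tnc-/- to the right and lower to the left, for each setting (vertical axis). The reported fit gives 1830 higher and 3329 lower genes, the fit without wild-type library 1 gives 5335 and 8778, and edgeR with Bonferroni gives 18 and 4, too few to see at this scale.

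The direction of the calls followed gene span, the distance from the first to the last base of a gene. Among tested genes spanning up to 10 kb, 37.1% of the calls were lower in Tnc-/- (327 lower, 554 higher). The share was 41.1% at 10 to 30 kb, 71.7% at 30 to 100 kb, 91.5% at 100 to 300 kb and 99.1% over 300 kb (460 lower, 4 higher). When genes spanning at most 10 kb were fitted and scaled on their own, 629 were called and 67.3% of these were lower. The median log2 ratio of genes over 300 kb to the Tnc-/- mean was 0.41 in wild-type library 1, 3.199 in library 2 and 2.73 in library 3. Of the 3329 genes called lower, 2720 (81.7%) had a mean in wild-type libraries 2 and 3 at least 1 log2 unit above library 1, against 24.8% of all tested genes. The receptor genes of smell and pheromone sensing, 1969 in number, summed to 88.3, 1557 and 1093 CPM in wild-type libraries 1 to 3 and to 33.2 to 41.5 CPM in Tnc-/-.

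**Figure D3:**
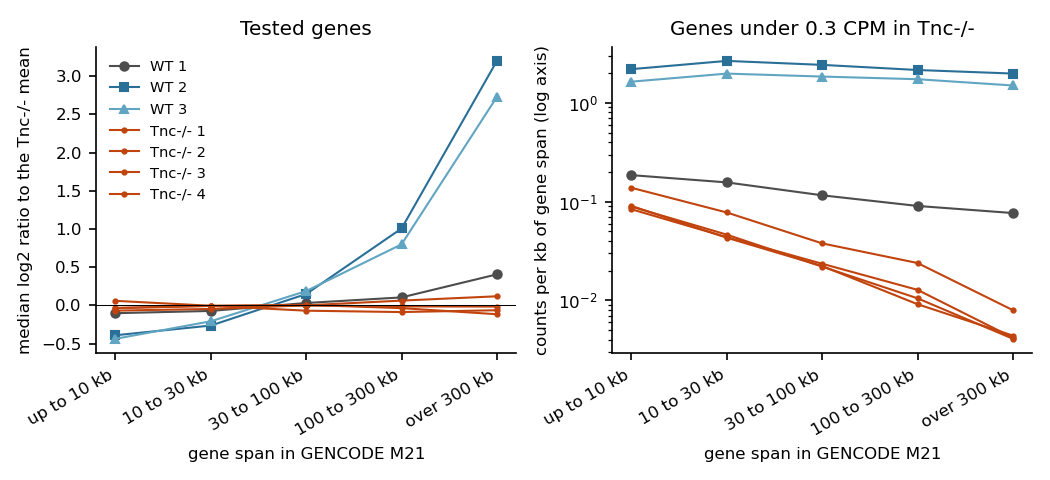
Left, median log2 ratio of tested genes to the mean of the Tnc-/- libraries (the other 3 for a Tnc-/- library) against gene span; right, counts per kb of gene span, on a log axis, on protein-coding genes with a mean under 0.3 CPM in Tnc-/- and no overlap. Each line is a library. Wild-type libraries 2 and 3 reach 3.199 and 2.73 over 300 kb on the left and stay at 1.502 to 2.66 counts per kb at all spans on the right, where the low level of the Tnc-/- libraries follows from how the genes were chosen.

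The 5 genes with the largest rise in Tnc-/- under the naming rule all had 0 counts in every wild-type library. Gng10 (ENSMUSG00000038607) was at 62.4 ± 4.31 CPM (SD, n = 4) in Tnc-/-, at least 345-fold higher. Ier3ip1 (ENSMUSG00000090000) was at 46.4 ± 3.46 CPM, at least 256-fold higher, and Mrpl53 (ENSMUSG00000030037) at 45.5 ± 2.84 CPM, at least 251-fold higher. Cox17 (ENSMUSG00000046516) was at 45.4 ± 2.80 CPM, at least 251-fold higher, and Il2rg (ENSMUSG00000031304) at 32.6 ± 1.77 CPM, at least 180.4-fold higher. Their adjusted p (edgeR) was 2.6e-05 for the first 4 and 5.1e-05 for Il2rg, with calls in every alternative that kept them. Each overlaps, in GENCODE M21, a gene identifier listed only in the wild-type files, so these values are uncertain as expression differences.

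The 5 genes with the largest fall had 0 counts in every Tnc-/- library. Cyhr1 (ENSMUSG00000053929) was at 104 ± 11.8 CPM (SD, n = 3) in wild type, at least 687-fold lower in Tnc-/- (edgeR, adjusted p = 5.1e-05), and Ndufb8 (ENSMUSG00000025204) at 41.0 ± 14.5 CPM, at least 272-fold lower (adjusted p = 0.00122). The calls of both held in every alternative that kept them, but a count of 0 in each library of one counting run leaves these values uncertain too. Gata4 (ENSMUSG00000021944), Rit2 (ENSMUSG00000057455) and Cntn6 (ENSMUSG00000030092) were at least 168, 161 and 158 times lower, with adjusted p of 0.0083, 0.0107 and 0.0106. Their wild-type level came from libraries 2 and 3: Gata4 was at 2.95, 41.6 and 31.4 CPM in wild-type libraries 1 to 3, Rit2 at 1.45, 43.2 and 28.0 CPM and Cntn6 at 1.56, 45.9 and 24.1 CPM. They were past the threshold in 21 of 23 alternatives each. Gene spans in GENCODE M21 were 72.8, 344 and 371 kb for these 3.

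The gene lists asked whether cell types and processes of the healing joint differed between the genotypes. Of the 21 lists, 6 had an adjusted camera p under 0.05, all higher in Tnc-/-. The erythroid list had a median log2 fold change of 1.19 (18 of 18 genes higher; adjusted p = 4.7e-07), the cell cycle list 0.89 (23 of 23; 4.7e-07), the neutrophil and marrow myeloid list 1.13 (17 of 18; 6.9e-07), the skeletal muscle list 0.51 (25 of 25; 2.6e-05), the adipocyte list 0.45 (17 of 20; 0.0337) and the B cell list 0.73 (10 of 12; 0.0337). None of the 6 calls held under fry (lowest adjusted p 0.207) or under camera with an estimated correlation (lowest adjusted p 0.982). At an unadjusted p under 0.05 there were 7 lists with camera, 4 with fry and 0 with the estimated correlation. All 4 Tnc-/- libraries lay above all 3 wild-type libraries in the mean level of the erythroid, cell cycle, neutrophil and skeletal muscle lists, but only 2 of 4 did for the adipocyte and B cell lists. In all of these lists but the adipocyte list, wild-type library 1 lay nearer to the Tnc-/- libraries than wild-type libraries 2 and 3 did. The erythroid list deviated from the mean of the 7 libraries by -0.15, -1.11 and -0.75 log2 units in wild-type libraries 1 to 3. In Tnc-/- 1 to 4 it deviated by 1.11, 0.27, 0.49 and 0.14. The adipocyte list was lowest in wild-type library 1, at -0.57, against 0.095 and -0.22 in libraries 2 and 3 and -0.40 to 0.59 in Tnc-/-.

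Single libraries decided some list calls. The B cell list lost its call without wild-type library 2 or 3 or Tnc-/- library 1, with adjusted p up to 0.0893 and medians from 0.44 to 0.98 over the 7 fits. The adipocyte list lost it without Tnc-/- library 2 or 3, with adjusted p up to 0.147 and medians from 0.30 to 0.61. The erythroid, cell cycle, neutrophil and skeletal muscle calls held in all 7 such fits, with medians of 0.91 to 1.64, 0.66 to 1.28, 0.86 to 1.64 and 0.39 to 0.77. The B cell and adipocyte calls were also lost with at least 10 counts in every sample, in protein-coding genes and in genes without overlaps. Over all 22 alternatives the B cell list was past the threshold in 11 and the adipocyte list in 12. With the background covariate, a fit that rests mainly on wild-type library 1 against Tnc-/-, 2 of the 6 lists stayed past the threshold. These were the erythroid list at 0.54 (limma camera, adjusted p = 0.0177) and the adipocyte list at 0.96 (1.1e-04). The cell cycle, neutrophil, B cell and skeletal muscle lists fell back to 0.28, 0.23, 0.065 and -1.1e-05. Among genes spanning at most 10 kb, the erythroid, neutrophil and cell cycle lists stayed past the threshold, at 1.06, 0.89 and 0.67. Counts of called genes over all genes tested, and adjusted over the list alone, were 11 and 15 for the erythroid list, 13 and 17 for cell cycle, 12 and 15 for neutrophil, 4 and 2 for skeletal muscle, 2 and 1 for adipocyte and 2 and 0 for B cell.

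**Figure D4:**
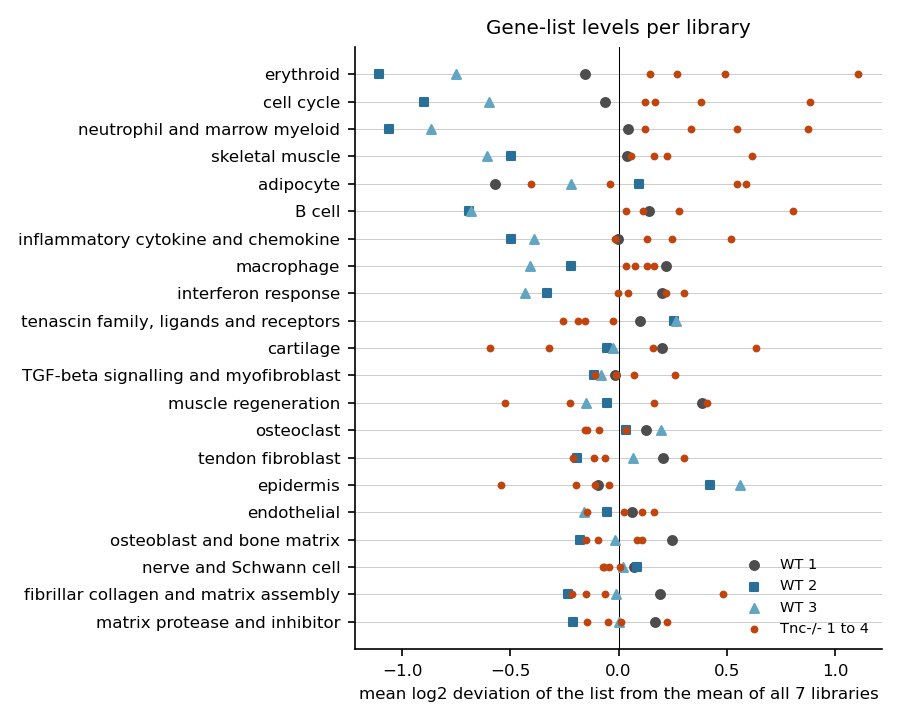
Mean log2 deviation of each gene list (vertical axis) from its mean over the 7 libraries (horizontal axis), per library, ordered by camera p. In the erythroid list wild-type library 1 sits at -0.15, libraries 2 and 3 at -1.11 and -0.75, and the Tnc-/- libraries between 0.14 and 1.11.

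Lists of tendon and matrix genes were not past the camera threshold. The median log2 fold change was 0.019 for tendon fibroblast genes (limma camera, adjusted p = 0.771), 0.074 for fibrillar collagen and matrix assembly (0.985), 0.046 for matrix proteases and inhibitors (0.985), -0.11 for the tenascin family, ligands and receptors (0.337) and 0.15 for TGF-beta signalling and myofibroblasts (0.721). Called genes numbered 1 of 16, 2 of 31, 4 of 21, 9 of 22 and 2 of 22 over all genes, and 0, 0, 4, 9 and 2 adjusted over the list alone. In the tenascin family list all 4 Tnc-/- libraries lay below all 3 wild-type libraries (exact two-sided permutation test, p = 0.0571, the smallest possible), as they did in the nerve and Schwann cell list. The inflammatory cytokine and chemokine list had a median of 0.36 (0.0692), with 1 member, Ccl2, at 0 counts in every wild-type library and overlapping an identifier of the wild-type files; with Ccl2 at its bound the median was also 0.36. Medians of the others were 0.33 for macrophage (0.264), 0.25 for interferon response (0.310), 0.026 for endothelial (0.834), 0.023 for nerve and Schwann cell (0.985), 0.0025 for cartilage (0.721), -0.061 for osteoblast and bone matrix (0.834), -0.086 for muscle regeneration (0.771), -0.20 for osteoclast (0.771) and -0.38 for epidermis (0.834). Library totals as scaling turned the medians of the tendon, collagen, protease, TGF-beta, cartilage, endothelial and nerve lists below 0, where the median of all genes was -0.24. Without wild-type library 1 the collagen list was past the threshold at a median of 0.28, as were the macrophage, inflammatory and interferon lists at 0.65, 0.74 and 0.82. The inflammatory list was also past it without Tnc-/- library 1 (0.42) or 4 (0.43), with library totals (0.13), with upper-quartile scaling (0.30) and with no filter on low counts (0.48). With no filter the macrophage and interferon lists were past it too, at 0.40 and 0.32. With the background covariate the tendon, collagen, protease, macrophage, muscle regeneration and osteoblast lists were lower in Tnc-/- past the threshold. Their medians were -0.42, -0.36, -0.27, -0.32, -0.73 and -0.40, with adjusted p (limma camera) from 0.00756 to 0.0254. That fit rests mainly on wild-type library 1 against Tnc-/-. In mean level, wild-type library 1 lay within the Tnc-/- range in the tendon, collagen, protease and muscle regeneration lists. It lay above that range in the macrophage and osteoblast lists.

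From the lists past the threshold, the named genes rose in Tnc-/- as follows. Camp was at 272 ± 95.4 CPM in wild type (SD, n = 3) and 722 ± 149.9 CPM in Tnc-/- (SD, n = 4), a log2 fold change of 1.41 (SE 0.28; edgeR, adjusted p = 0.00946). Ank1 rose from 41.8 ± 2.62 to 141 ± 43.6 CPM (1.76, SE 0.24; adjusted p = 0.0067) and Sptb from 124 ± 41.7 to 356 ± 59.4 CPM (1.52, SE 0.24; 0.0068). Myh4 rose from 3881 ± 579 to 8776 ± 1238 CPM (1.18, SE 0.22; 0.00856) and Ryr1 from 647 ± 204 to 1570.0 ± 298 CPM (1.28, SE 0.26; 0.00992). Plin4 rose from 49.1 ± 14.5 to 138 ± 34.9 CPM (1.49, SE 0.26; 0.00763) and Padi4 from 19.04 ± 5.55 to 47.4 ± 13.04 CPM (1.32, SE 0.28; 0.011). All 7 of these kept their calls in each fit that left out a library, with adjusted p up to 0.0493. Cdc20 (1.07, SE 0.22; 0.0108) and Plk1 (1.33, SE 0.28; 0.0113) lost theirs without wild-type library 3, with adjusted p of 0.052 and 0.0534. Adipoq (0.63, SE 0.21; 0.0491) lost its call without wild-type library 2 or 3 or Tnc-/- library 1, 2 or 3, with adjusted p up to 0.156. Cd22 (1.25, SE 0.38; 0.0377) kept its call only without wild-type library 1, with adjusted p up to 0.125 in the rest. Adipoq was the 1 named gene whose groups overlapped. With the background covariate the genes named from lists all stayed higher in Tnc-/- and all lost their calls; the log2 fold change of Ank1 had the lowest adjusted p (edgeR), 0.0544, and the log2 fold change of Cd22 the highest, 0.815.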

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

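All tests named in this part were chosen after the values were seen. Among 51 values tested in the 4 Tnc-/- libraries for a library far from the others, 1 stood apart, and about 1 in 20 does so by chance. It was the share of counts on the 18S ribosomal RNA gene Rn18s-rs5 in Tnc-/- library 3, at 6.36% (95% Wilson interval 6.35 to 6.37%), against 4.72, 4.55 and 4.67% in Tnc-/- libraries 1, 2 and 4. The gap to the nearest library was 0.908 of the whole range, above the 95% critical value of Dixon's test. The wild-type libraries held 0.626, 0.333 and 0.260%. Genes named in this paragraph were picked after their values were seen: Lars2, Jarid2, Gphn, Arhgap21, Hipk1 and Gm19951 were also higher in Tnc-/-, with log2 fold changes from 2.98 to 3.70. In library 3 these 6 genes lay a median of 0.44 log2 units above the other Tnc-/- libraries, at the 98.6th percentile of 10000 random sets of 6 genes. Hipk1 was highest in Tnc-/- library 1 (167 CPM, against 155 in library 3). Over wild-type libraries 1 to 3 Hipk1 (13.6, 19.3 and 18.2 CPM) and Gphn (84.0, 111 and 96.6 CPM) did not fall as Rn18s-rs5 did. Jarid2 (155, 171 and 119 CPM) and Arhgap21 (150, 114 and 134 CPM) did not fall steadily either. Lars2 (380, 240 and 211 CPM) fell at each step, and Gm19951 (66.1, 16.5 and 20.4 CPM) was far higher in library 1. A candidate explanation, which these values do not bear out for every gene, is that ribosomal RNA reads were assigned to these 6 genes. The difference between the genotypes in these genes may come from ribosomal RNA carried through library preparation, from the counting runs or from the genotype, which the design does not separate.

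Signals also appeared in values that enter no comparison. Reads listed as ambiguous between genes were 11.5 ± 0.071% (SD, n = 4) of the reads listed for Tnc-/-, and the wild-type counts carry no such category, so no comparison was possible and no biological explanation was tested. Tmem276-zftraf1, an identifier of the Tnc-/- counting run alone, had a mean of 1000.2 ± 168 counts per library (SD, n = 4). Gm43738, an identifier of the wild-type run alone, had a mean of 140.3 ± 116 counts (SD, n = 3), with 20, 252 and 149 counts in wild-type libraries 1 to 3. Gm43738 overlaps Rusc1 in GENCODE M21, and Rusc1 had 0 counts in every wild-type library and 492 to 722 counts in Tnc-/-. Of 20 genes at 0 in every wild-type library and at least 1 CPM in the Tnc-/- mean that were found in GENCODE M21, 12 overlapped an identifier of the wild-type run alone, against 51 of 14433 other genes at that level (Fisher's exact test, two-sided, p = 1.9e-24). This is consistent with an annotation difference that made reads on these genes ambiguous in the wild-type run. The rest have no such overlap and stay unexplained. Whether Tmem276-zftraf1 overlaps Cyhr1, which had 0 counts in every Tnc-/- library, was not tested, since GENCODE M21 held 0 of the identifiers of the Tnc-/- run alone.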

How the results depend on the processing

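Fits to genes without overlaps, to genes spanning at most 10 kb, to both together and with the background covariate, and library totals with a library left out, were chosen after seeing the data. Tnc stayed lower and past the threshold in all 23 alternatives, from -3.60 to -2.80. The library totals stayed higher in Tnc-/- in every alternative tried, with log10 differences from 0.112 to 0.191. None of 514 values of named genes changed direction.

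The number of genes past the threshold changed as follows, and except where fewer genes or samples entered the fit or a stricter criterion was set, the cause was not tested. DESeq2 with Benjamini-Hochberg gave 9423 genes (6953 lower) and with Bonferroni 1890 (299 higher, 1591 lower); edgeR with Bonferroni gave 22 (18 higher, 4 lower) and limma voom 1004 (728 higher, 276 lower). Library totals gave 951 higher genes, no filter 5539 lower and at least 10 counts in every sample 2039 lower. Tested against a 2-fold change there were 1795 (95 higher, 1700 lower), and a minimum of 2-fold left 550 higher. Genes spanning at most 10 kb gave 629 (206 higher, 423 lower), those also without overlaps 520 (187 higher, 333 lower) and the background covariate 424 (205 higher, 219 lower). The background covariate is highest in wild-type libraries 2 and 3, so the genotype difference in that fit rests mainly on wild-type library 1 against Tnc-/-. Across the 7 fits that each left out one library, the count ran from 2229 (without wild-type library 3) to 14113 (without wild-type library 1), with 592 to 5335 higher and 1637 to 8778 lower.

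The replicate numbers shared by the genotypes do not pair the samples: deviations of same-numbered samples correlated at -0.0091, 0.109 and -0.0050 across 16617 genes. With the replicate number as a block there were 1713 genes (768 higher, 945 lower), where the same 6 samples without the block gave 2904. With the block the medians of the tendon, collagen, protease and cartilage lists were -0.12, -0.12, -0.082 and -0.25, against -0.15, -0.14, -0.082 and -0.25 in the same 6 samples without it. In both fits Cd22 was short of the threshold and the inflammatory list past it, so leaving out Tnc-/- library 4, and not the block, goes with these changes.

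The number of gene lists past the threshold was 6 as reported, 10 without wild-type library 1, 3 among genes spanning at most 10 kb and 3 when these were also without overlaps. In the fits to short genes fewer lists had enough genes to be tested, so these counts do not compare directly with 6. The number was 0 under fry and 0 under camera with an estimated correlation, where 4 and 0 lists had an unadjusted p under 0.05. With the background covariate it was 8, of which only the erythroid and adipocyte lists were higher in Tnc-/-. Across the 7 fits that left out one library the number of lists ran from 5 to 10.

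List medians changed sign, not only where the fold change was small, and the cause was not tested. With the background covariate this held for larger reported medians: 0.51 for skeletal muscle, -0.38 for epidermis, 0.36 for inflammatory, 0.33 for macrophage and 0.25 for interferon. The tendon fibroblast median was -0.022 with DESeq2 size factors, -0.21 with library totals, -0.049 with upper-quartile scaling, -0.056 with at least 10 counts in every sample, -0.023 in protein-coding genes, -0.0051 without mitochondrial and the 20 most abundant genes, -0.0078 after thinning, -0.27 at spans of at most 10 kb, -0.23 without overlaps as well and -0.42 with the background covariate. Under the same covariate the collagen list was at -0.36, proteases -0.27, inflammatory -0.0035, macrophage -0.32, skeletal muscle -1.1e-05, cartilage -0.34, endothelial -0.13, nerve -0.17, interferon -0.17 and epidermis 0.31. Library totals gave -0.17 for collagen, -0.19 for proteases, -0.100 for TGF-beta, -0.23 for cartilage, -0.21 for endothelial and -0.21 for nerve. DESeq2 size factors gave -0.039 for cartilage, -0.018 for endothelial and -0.021 for nerve, and upper-quartile scaling -0.019 for proteases, -0.067 for cartilage, -0.037 for endothelial and -0.040 for nerve. At least 10 counts in every sample gave -0.0067 for collagen, -0.031 for proteases, -0.066 for cartilage, -0.052 for endothelial and -0.053 for nerve. Protein-coding genes gave -0.038 for cartilage, -0.018 for endothelial and -0.020 for nerve, and thinning -0.0041, -0.022 and -0.012. Spans of at most 10 kb gave -0.45 for cartilage, and -0.41 without overlaps, where the inflammatory list was at -0.017. Genes without overlaps gave 0.16 for osteoblast, -5.5e-04 for endothelial and -0.0055 for nerve, and no filter gave 0.013 for osteoblast.

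Over the 7 fits that left out one library, medians ran from -0.15 to 0.25 for tendon, -0.14 to 0.28 for collagen, -0.082 to 0.21 for proteases, -0.51 to 0.33 for muscle regeneration, -0.25 to 0.15 for cartilage, -0.16 to 0.30 for osteoblast, -0.29 to 0.15 for osteoclast, -0.039 to 0.15 for nerve and -1.59 to 0.037 for epidermis. The highest of muscle regeneration, osteoblast and osteoclast came without wild-type library 1, and the lowest of tendon, collagen and cartilage without Tnc-/- library 4. Among single genes and lists, 125 other results changed, 111 weaker and 14 stronger, 29 of them in fits that left out a library. Thinning to the smallest total gave 4458 genes, so depth alone does not set the count; genes at 3 counts or fewer in a group allow only a bound on the fold.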

Other observations

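Chosen after the result was seen were the tests of gene span, unspliced RNA, annotation overlap, the window around Tnc as a donor segment, its remaining calls, the list medians with the background covariate and among short genes, and the share of the main tissue. The forms of the brain, marrow and erythroid tests were changed after a first result, and the limits that decide each test were set with the values in view.

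Of the 35 splits of the 7 samples into 3 and 4, 1, the genotypes themselves, gave as many as 5159 genes; the others gave 0 genes at an adjusted p under 0.05 and up to 4799 at an unadjusted p under 0.05. The genotype split is also the split between the counting runs, so this count does not separate the genotype from the run. For gene lists, 28 of the 35 splits gave at least 6 lists past the camera threshold, with a median of 9 and up to 16 in the others. The number of lists past the threshold was thus no larger than other groupings of the samples gave.

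More genes were called lower than higher in Tnc-/- in the reported test, whereas limma voom and edgeR with Bonferroni gave 27.5 and 18.2% lower, so the direction of the excess depends on the test. Thinning every library to the smallest total left 64.2% of the calls lower, which argues against library depth. Background reads along gene bodies in wild-type libraries 2 and 3 are a candidate explanation: 99.1% of calls were lower among genes over 300 kb and 37.1% among those up to 10 kb, and with the background covariate 51.7% were lower. Scaled on their own, genes up to 10 kb had 67.3% lower calls, so the background is not shown to account for the whole excess. Across 17468 genes, which are not independent replicates, the Spearman correlation of log2 fold change was -0.40 with span and 0.38 with GC content, and -0.33 and 0.30 with the other held fixed, so GC content stays open as a further influence. A change with genotype in long genes also stays open, but wild-type library 1 did not share the level of libraries 2 and 3.

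What the background in wild-type libraries 2 and 3 consists of was tested in several ways. Olfactory and vomeronasal receptor genes with a count numbered 511 of 1969 in wild-type library 2 and 161 in library 1, which argues against unspliced RNA of genes active in the joint as the sole source. Of 20 brain marker genes, the 8 under 1 CPM in Tnc-/- rose by a median of 2.93 log2 units to at most 17.3 CPM, whereas silent genes spanning at least 100 kb rose by 5.48, and the other markers were above 1 CPM in Tnc-/- joints already. Of the 8 markers only Vsnl1, at 111 kb, spanned over 100 kb. Since the background follows span, a smaller rise of the markers follows from their span as well. What level brain or nerve RNA would give was not computed, so this test does not decide. Genomic DNA may be the source. Reads per kb of silent genes on the X chromosome (GRCm38) were 0.459 of those on autosomes in wild-type library 2 (95% bootstrap interval 0.384 to 0.554) and 0.432 in library 3 (0.371 to 0.512), near the ratio of chromosome copies in animals with a Y chromosome. Per kb of exon, silent genes in wild-type library 2 held 4.83 counts at spans up to 10 kb and 151 over 300 kb. Counts there thus followed gene span and not exon length. Wild-type library 1 rose too, from 0.408 to 5.83. How either counting run treated introns is not stated, so a difference between the runs stays open beside genomic DNA. No explanation by genotype was tested, and RNA from brain or nerve, or from sources not tested, stays open.

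Of the 22 genes past edgeR with Bonferroni, 10 were at or under 3 counts in every library of a group, 5 were among the 6 genes named with 18S ribosomal RNA, 1 was Tnc and 6 were others. These 6, Acin1, Gnas, Alad, Camk1d, Kmt2d and Irs1, were chosen after their values were seen and have log2 fold changes of 2.35, 5.97, 2.84, 2.13, 2.09 and 1.93. Their cause was not tested, apart from Alad, which lies near Tnc.

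The 50 genes around Tnc, with Tnc left out, had larger absolute log2 fold changes than 95.7% of such windows in the genome. Leaving out overlapping genes put the window at 96.8%, which argues against annotation overlap as the cause. With the background covariate it fell to 79.5%, but over genes without overlaps only to 91.4%, so whether background reads in wild-type libraries 2 and 3 made the pattern cannot be told apart from other causes. Alad, Hdhd3 and Orm2, chosen after their values were seen, stayed past the threshold in that fit (edgeR, adjusted p of 0.0104, 0.0496 and 0.0391). As many calls were found in 9.30% of windows, and in 5.96% over genes without overlaps, so a chromosome segment kept from the strain in which Tnc was targeted may be present but cannot be told apart from other windows with 3 calls. In GENCODE M21, 3 of these 3 genes had no exonic base shared with another gene and no overlap with an identifier of the wild-type run alone, which argues against shared exons or such overlaps at these genes. Other differences between the annotations, such as gene models, cannot be told apart, since neither annotation is stated. A direct effect of the deletion on its neighbours stays open and untested.

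The erythroid, neutrophil and cell cycle lists were higher in Tnc-/-. The share of the main tissue itself was not measured, and the skeletal muscle list was also higher, at 0.51 (25 of 25 genes). A lower share of the main tissue would raise other cell types alike, but the largest median among endothelial, nerve, cartilage and macrophage genes was 0.33. The medians of 36 marrow genes and 73 genes of these other types differed by 1.09 (95% bootstrap interval over genes, 0.797 to 1.19). This argues against a rise alike in the marrow genes and these other genes, but the interval does not cover the spread between mice. More marrow in the Tnc-/- samples might raise these lists: in a set labelled megakaryocyte and mast cell, 17 of 17 genes were higher. The median was 0.89, with 8 genes called and 7 separated between the genotypes. The rise was uneven, at 0.18 for Tpsb2 and 0.36 for Cma1, both short of the threshold, and 1.35 for Epx and 1.60 for Prg2. These 4 genes were chosen after their values were seen. The median of the set lay above all 10000 random sets, also when these were matched on span, with a random median of 0.31. The mean level of the 17 genes was higher in every Tnc-/- library (0.12 to 0.78) than in every wild-type library (-0.90 to 0.036). With the background covariate the median was 0.22 with 0 genes called, and the genotype effect on the mean level was 0.14 (95% interval of a linear fit over the 7 libraries, -0.84 to 1.11), too wide to decide. In the same fit the erythroid list was at 0.54 and past the threshold, and the smaller of the neutrophil and cell cycle medians was 0.23, short of it. Among genes spanning at most 10 kb, fitted and scaled on their own, the medians were 1.06 for 6 erythroid genes (95% bootstrap interval 0.78 to 1.40), 0.89 for 12 neutrophil genes (0.62 to 0.95) and 0.67 for 8 cell cycle genes (0.49 to 0.79). In each of these every Tnc-/- library lay above every wild-type library, narrowly for wild-type library 1. It was at 0.014 against a lowest Tnc-/- value of 0.042 in the neutrophil list, and at -0.043 against -0.011 in the cell cycle list. The rise was thus not confined to long genes. Silent genes up to 10 kb still held 2.198 and 1.64 counts per kb in wild-type libraries 2 and 3. The restriction to short genes therefore did not remove the background, and whether background is the whole cause in them is not decided. For the full lists the share of background cannot be told apart, because the covariate follows wild-type libraries 2 and 3: the effect on the mean erythroid level with it was 0.44 (-1.12 to 2.00). The values that more marrow needs are there, but it stays a hypothesis, since the counting run and the genotype are not separated. A difference in healing between the genotypes stays open and untested.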
